A study of Homo sapiens with 6 samples. Its data were reported in "CXCR2 expression during melanoma tumorigenesis controls transcriptional programs that facilitate tumor growth" (2023).

How the data were processed

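RNA was measured in cultures of normal human epidermal melanocytes (NHEM), which are primary pigment cells of the skin. The cultures were kept for 24 h in melanocyte growth medium with vehicle, with the chemokine CXCL1 at 100 ng/ml, or with CXCL1 at 100 ng/ml and SX-682 at 5 µM. CXCL1 is a ligand of the receptor CXCR2, and SX-682 is a small-molecule antagonist of CXCR1 and CXCR2. Each of the 3 groups had 2 libraries, and group and replicate number were taken from the labels. The labels do not say whether the 2 libraries of a group came from separate cultures, and no group had SX-682 without CXCL1.

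Per the labels, RNA was extracted with a column kit and libraries were made by a standard Illumina protocol. The authors deposited whole-number read counts per gene for the 6 libraries, with no normalization. The labels and the study's main text do not state the aligner, the counting tool, their versions, the genome build or the annotation release. They also do not state whether the counting used strand, and the supplement was not used here. The deposited table also gave the coordinates, biotype, symbol and length in bases of each gene. It held 33269 genes, none of which had 0 counts in all 6 libraries. Of their identifiers, 96.8% were found in the GENCODE 29 annotation of the GRCh38 assembly, and for 99.96% of those the gene spans overlapped, so the coordinates were read as GRCh38. Because strand use is not known here, reads of genes that overlap on opposite strands may be mixed, and reads of near-identical paralogs may have been split or dropped. No row of the table held reads outside genes, and every count column belonged to one of the 6 samples.

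Total counts per library ran from 62927767 to 76038412. Genes were kept for testing with the filterByExpr function of edgeR, at its default minimum of 10 counts in the smallest group. This left 18124 genes, and the genes not tested held 0.0352% of all counts. Library sizes in the fit were the totals over the tested genes, which ran from 62907950 to 76007310. TMM factors ran from 0.964 to 1.05. Levels in the text are in CPM from the cpm function of edgeR, which scales counts by the TMM-adjusted library size, and their error is the SD over the 2 libraries of a group. Differences were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, two-sided, in one fit of all 6 libraries with group as the only term, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The residual degrees of freedom were 3, and the threshold was an adjusted p of 0.05. The test that the study used for these libraries is not given in its main text, and its supplement was not used here, so this design was chosen for the report. A log2 fold change is given with its standard error (SE). Where every library of one group had 3 counts or fewer, the fold is given as a lower bound against a level of 3 counts. Such floors cover counting error only.

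The tests, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. In each comparison, the rule names the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold that had an average log2 CPM of at least 1 and no overlap between the libraries of the groups. It also takes in 36 genes that the study names for these cells or for its other melanoma models. Of these 36, 31 passed the low-count filter and 3 (TFCP2L1, ESRRB and NANOG) did not, while CXCR1 and CXCR2 were not analysed here. Other genes named, such as FN1, HSPA5, the mitochondrial ribosomal RNA genes and those picked out in the closing section, were chosen after their values were seen. Another 22 lists, of cell-cycle, stress, signalling, metabolic and cell-type genes, were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 22 lists. The median log2 fold change of each list was also placed among those of 10000 random lists matched on expression. A further list of 20 melanocyte lineage genes was written after the libraries had been looked at but before the values of its genes were seen.

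CXCL1 libraries enter both the comparison with vehicle and the comparison with CXCL1 + SX-682, which alone pushes their fold changes in opposite directions. The correlation between both sets of changes was therefore taken over genes from log2 CPM differences that share no library, averaged over the 8 possible choices. Simulated counts with no effect (20 data sets) or with no effect of SX-682 (5 data sets) gave the values expected from shared libraries. Added after seeing the data, 5 simulated data sets each for a full reversal, for no SX-682 effect and for a full reversal with other SX-682 effects gave benchmarks for the correlation and for a slope. The other effects were the observed changes against vehicle, shuffled among genes of similar abundance. Another 5 data sets, also added after seeing the data, had shuffled SX-682 changes against CXCL1 and no reversal. The gene tests, the list tests and the correlation were tried on simulated counts for the 18124 genes, of which 200 were changed in the CXCL1 group. The edgeR test recovered 94.5% of the changed genes, and 2.58% of its calls were false. Of the genes changed by 0.5 on the log2 scale, 89% were recovered. The changed genes were well expressed, and their changes were larger than most found for CXCL1 against vehicle, so this setting was easier than the data. The correlation without a shared library was -0.98 over the changed genes, where a full reversal had been simulated, and 0.011 over the others.

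Alternatives were other normalization factors (RLE, the median-ratio factors of DESeq2, or library sizes alone), no low-count filter, a filter of at least 10 counts in every library, DESeq2 1.42.0 in place of edgeR, fits of only the 4 libraries compared, replicate number as a block, and leaving out each library in turn. For the lists they were fry and camera with an estimated correlation. Offsets for GC content and gene length were added after seeing the data. GC content came from the longest GENCODE 29 transcript of each gene, and 98.8% of the tested genes had such a value. Gene length was the one given in the deposited table. Figures were drawn with matplotlib 3.10.9.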

Results

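The data are RNA sequencing counts from NHEM cultures given vehicle, CXCL1, or CXCL1 with SX-682. The study used them to ask which stem-cell and pigment-cell genes respond to the chemokine, and which of these responses a receptor antagonist blocks. There were 2 libraries in each of the 3 groups. The vehicle libraries held 63145734 and 62927767 counts, the CXCL1 libraries 66308630 and 65634044, and the CXCL1 + SX-682 libraries 76038412 and 67623304. Between 25250 and 26956 genes had at least 1 count in a library. The fibronectin gene FN1 took 6.04% and 6.06% of the counts in the vehicle libraries, 5.68% and 5.73% in the CXCL1 libraries, and 2.31% and 2.27% with SX-682. The mitochondrial ribosomal RNA gene MT-RNR2 took 0.354% and 0.361% of counts in the vehicle libraries and 3.28% and 3.39% in the CXCL1 + SX-682 libraries, where it was the most abundant gene.

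Libraries of the same group were close to each other. Pearson's r of log2 CPM within a pair was 0.999 in each of the 3 groups, across genes, which are not independent replicates. Their counts still differed by more than sampling noise. The chi-square was 2.27 per degree of freedom for the vehicle pair, 7.75 for the CXCL1 pair and 2.12 for the CXCL1 + SX-682 pair, where sampling noise alone gives 1 on average. The common biological coefficient of variation was 0.0307. With so small a spread, small differences between groups passed the threshold, and the size of each change is therefore given beside the count of calls.

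The first comparison asked what CXCL1 did to the cells. Of 18124 genes tested, 4863 (26.8%) differed between CXCL1 and vehicle at an adjusted p under 0.05 in edgeR, 2200 higher and 2663 lower. The changes were small, with a median absolute log2 fold change of 0.24 among these genes. A change of at least 2-fold was fitted for 249 of them, 99 higher and 150 lower, or 244 when genes at the floor in one group were set to their bound. The alternative that moved the count of calls most was the DESeq2 Wald test, with 3540 genes. A fit of only the 2 groups compared called 4064 of 16940 genes tested. The main fit shares its estimate of the spread over all groups, while the CXCL1 pair had the widest spread. Adjusted p in comparisons with the CXCL1 libraries may therefore be too small. With library sizes alone, 55.7% of the calls were higher, against 45.2% with TMM factors. In the comparison of CXCL1 + SX-682 with CXCL1, 13897 genes differed (76.7%), 6921 higher and 6976 lower, with a median absolute log2 fold change of 0.81. At least 2-fold changes numbered 5699. Against vehicle, 14018 genes (77.3%) differed in the CXCL1 + SX-682 libraries, 6903 higher and 7115 lower, and 5958 of them by at least 2-fold. The share of calls that were higher rose with library sizes alone, from 49.8% to 55.5% against CXCL1 and from 49.2% to 56.1% against vehicle. Which direction held more genes therefore depended on the scaling in each comparison.

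**Figure D1:**
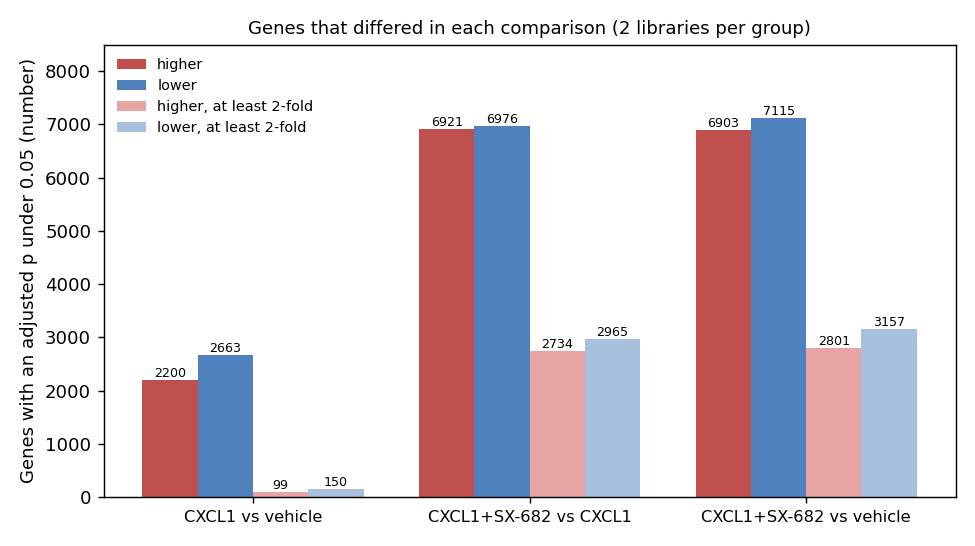
Number of genes with an adjusted p under 0.05 (y axis) in each of the 3 comparisons (x axis), split into genes higher and lower in the first-named group, for all such genes and for those changed at least 2-fold. CXCL1 against vehicle gave 4863 genes, 249 of them at least 2-fold, while CXCL1 + SX-682 against CXCL1 gave 13897 and 5699.

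Among the genes that rose most with CXCL1 was PTGES (ENSG00000148344.11, chromosome 9, 129738331 to 129753042, protein coding), which went from 3.77 ± 0.391 CPM in vehicle to 16.2 ± 1.34 CPM (SD, n = 2), a log2 fold change of 2.10 (SE 0.095, edgeR adjusted p 4.09e-08). IL1RL1 (chromosome 2, 102311502 to 102352037) rose by 1.96 on the log2 scale. GPRC5A rose by 1.66, AKR1C1 by 1.66 and BMP6 by 1.64. AKR1C1 has a near-identical paralog, AKR1C2, whose reads the counting could have mixed with its own, so its value is uncertain. The span of IL1RL1 overlaps that of IL18R1, and the span of BMP6 overlaps TXNDC5 on the other strand. The deepest fall was that of CSF2 (ENSG00000164400.6, chromosome 5, 132073789 to 132076170, protein coding), from 18.95 ± 0.689 to 5.62 ± 0.0301 CPM (SD, n = 2), with a log2 fold change of -1.75 (SE 0.092, edgeR adjusted p 1.14e-07). IL34 fell by 1.61, COL10A1 by 1.45, FILIP1L by 1.43 and the long noncoding RNA LINC02709 by 1.41 on the log2 scale. The spans of COL10A1, FILIP1L and LINC02709 each overlap a gene on the opposite strand.

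The study named MITF, BMP6, WNT5A and SOX10 as genes that tended to rise with CXCL1 and to fall again with SX-682. MITF (ENSG00000187098.17, chromosome 3, 69739464 to 69968336) went from 78.4 ± 0.0442 CPM in vehicle to 98.5 ± 2.71 CPM with CXCL1 (SD, n = 2), a log2 fold change of 0.33 (SE 0.035, edgeR adjusted p 2.77e-05). It was at 20.6 ± 0.837 CPM with CXCL1 + SX-682, a log2 fold change of -2.26 against CXCL1 (SE 0.039, edgeR adjusted p 6.7e-14). SOX10 rose by 0.40 with CXCL1 and was lower by -1.54 with SX-682 added, and WNT5A rose by 0.44 and was then lower by -1.63, on the log2 scale. All 3 of these genes ended below the vehicle level, at log2 fold changes of -1.93 for MITF, -1.14 for SOX10 and -1.19 for WNT5A against vehicle. BMP6 differed from them in its end level. It went from 1.16 ± 0.129 to 3.61 ± 0.136 CPM with CXCL1 and back to 1.24 ± 0.037 CPM with SX-682 (SD, n = 2). Its log2 fold change against vehicle was then 0.09 (SE 0.162, edgeR adjusted p 0.62), less than the spread between replicates. The span of SOX10 overlaps POLR2F and that of WNT5A overlaps WNT5A-AS1, both on the other strand.

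**Figure D2:**
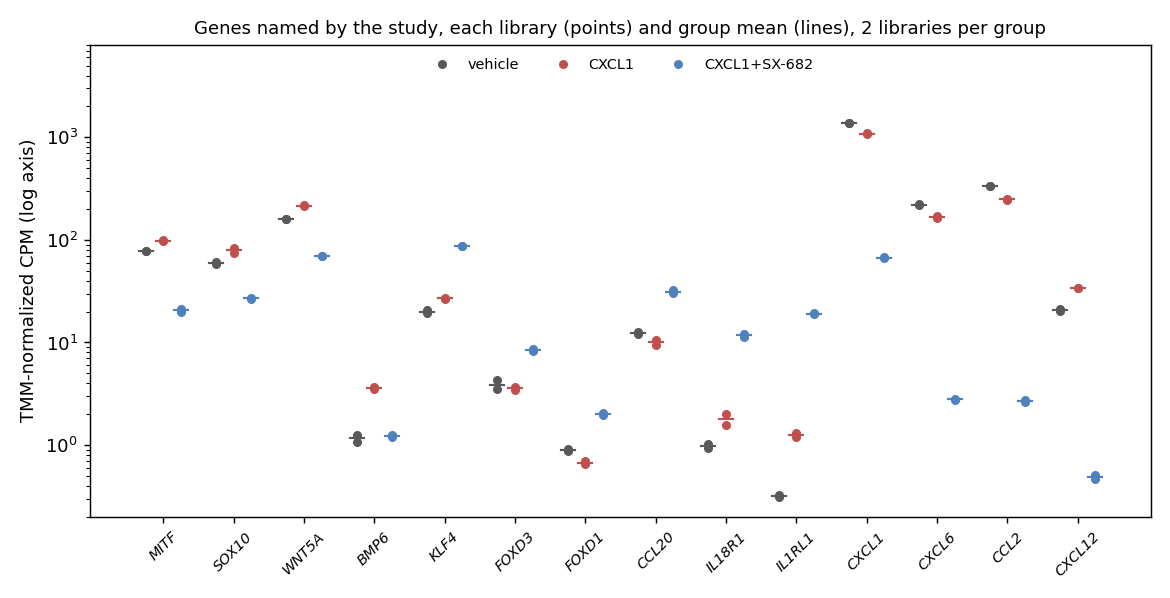
TMM-normalized CPM on a log axis (y axis) for 14 of the genes the study names (x axis), with a point for each library and a line at the mean of the 2 libraries of vehicle, CXCL1 and CXCL1 + SX-682. MITF, SOX10 and WNT5A lie lowest with SX-682, BMP6 lies near its vehicle level there, and IL1RL1 rises from 0.321 CPM in vehicle to 1.25 CPM with CXCL1 and 19.1 CPM with SX-682.

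The study also named genes that rose, some of them only as a trend, when SX-682 was added to CXCL1. KLF4 was higher than with CXCL1 alone by a log2 fold change of 1.69 (SE 0.04, edgeR adjusted p 1.05e-12), and had already risen by 0.43 with CXCL1. FOXD3 was higher by 1.24, FOXD1 by 1.58 and CCL20 by 1.63. FOXD3 and FOXD1 did not differ between CXCL1 and vehicle, with edgeR adjusted p of 0.469 and 0.155, and CCL20 was lower by -0.30. IL18R1 was higher by 2.71 and IL1RL1 by 3.93 with SX-682, and both were also higher with CXCL1 than with vehicle, by 0.88 and 1.96. The reads of IL18R1 and IL1RL1 may be mixed where their spans overlap on one strand. TFCP2L1 was below the low-count filter. It had 0 counts in both vehicle libraries, 0 and 1 in the CXCL1 libraries, and 7 and 12 in the CXCL1 + SX-682 libraries. With total counts as library sizes, that is at least 2.96-fold higher than with CXCL1, and TMM-adjusted sizes would lower this bound. The edgeR adjusted p was 0.0136 in the fit without the filter, but the rise rests on 20 counts in all. ESRRB had between 0 and 6 counts in each library. In the fit without the filter its edgeR adjusted p was 0.619 for CXCL1 + SX-682 against CXCL1 and 0.0561 against vehicle. With total counts as library sizes, the bound against vehicle was 1.35-fold, and TMM-adjusted sizes would lower it. The libraries with SX-682 had only 3 and 6 counts, the first at the floor itself, so no rise is established. NANOG had between 0 and 2 counts in each library, and no fold is given.

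Chemokine genes that the study listed as lowered by SX-682 were lower here in each case. CCL2 (ENSG00000108691.9, chromosome 17, 34255218 to 34257203) went from 249 ± 5.51 CPM with CXCL1 to 2.72 ± 0.0849 CPM with SX-682 (SD, n = 2), a log2 fold change of -6.52 (SE 0.042, edgeR adjusted p 3.36e-17). CXCL12 was lower by -6.11, CXCL6 by -5.91 and IL33 by -4.13, the last ranging from -5.07 to -3.51 when single libraries were left out. CCL7 was at least 111-fold lower and CCL8 at least 142-fold lower. The CXCL1 gene itself was at 1386 ± 4.81 CPM in vehicle, 1084 ± 19.1 CPM after CXCL1 treatment and 67.1 ± 1.53 CPM with SX-682 added (SD, n = 2). CXCL5, CXCL6, CXCL8 and CCL2 were likewise lower with CXCL1 than with vehicle, by log2 fold changes of -0.63, -0.39, -0.50 and -0.43. CXCL12 and IL33 were higher with CXCL1, by 0.70 and 0.68. Among the TNF-related genes, TNFRSF21 was lower with SX-682 by -2.98, TNFSF11 by -3.45 and TNFSF13B by -3.40, and C1QTNF2 was at least 19.8-fold lower. Of all 31 study genes tested, 23 differed between CXCL1 and vehicle, 31 between CXCL1 + SX-682 and CXCL1, and 30 between CXCL1 + SX-682 and vehicle. Adjusted over the list alone, these counts were 24, 31 and 30. The study chose part of the list on these libraries, so the adjustment over the list alone is not independent evidence.

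By the rule for named genes, the largest rises with SX-682 over CXCL1 were those of ENSG00000228626.1, INHBE, RAB39B, BEX2 and SLC7A11. SLC7A11 (ENSG00000151012.13, chromosome 4, 138164097 to 138242349, protein coding) went from 2.07 ± 0.172 to 280 ± 5.84 CPM (SD, n = 2), a log2 fold change of 7.08 (SE 0.053, edgeR adjusted p 7.17e-17). BEX2 rose by 7.09 and RAB39B by 7.34 on the log2 scale, and INHBE was at least 123-fold higher. ENSG00000228626.1 (chromosome 1, 148288001 to 148288951) is annotated as an unprocessed pseudogene, so its reads may belong to a similar gene. Its log2 fold change of 8.01 ranged from 7.29 to 9.50 when single libraries were left out, as it had only 1 and 5 counts in the CXCL1 libraries. The deepest falls were in E2F8 (at least 124-fold), DLGAP5 (at least 663-fold), SPC25 (at least 396-fold), CCL8 and MKI67. MKI67 (ENSG00000148773.14, chromosome 10, 128096659 to 128126423, protein coding) went from 179 ± 2.01 to 0.275 ± 0.0519 CPM (SD, n = 2), a log2 fold change of -9.32 (SE 0.062, edgeR adjusted p 3.36e-17). Against vehicle the rule named mostly the same genes, with HOXB9 higher by 6.50 on the log2 scale and CCL7 at least 147-fold lower in place of SLC7A11 and CCL8.

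The 22 gene lists put these changes in groups of genes with shared roles. In the comparison of CXCL1 with vehicle, 11 lists passed an adjusted p of 0.05 in camera. All 11 also passed in fry, and 7 of the 11 held with an estimated correlation between genes. Cell-cycle genes were lower. The median log2 fold change was -0.29 for 42 S-phase genes, 39 of them lower and 0 higher past the threshold, and -0.42 for 52 G2/M genes, 45 of them lower and 0 higher. Interferon-response genes had a median of -0.51, with 28 of 29 lower, and hypoxia genes a median of -0.38. NF-kB targets had a median of -0.27, fibroblast genes one of -0.21 and p53 targets one of -0.19. Pigmentation genes were higher, with a median of 0.35 and 13 of 19 past the threshold upward. Oxidative phosphorylation genes were higher by 0.11. The NRF2 and AHR lists passed in camera as higher, although their medians were only -0.01 and 0.05. With the estimated correlation, the NF-kB, p53, oxidative phosphorylation and NRF2 lists no longer passed. The 11 lists that did not pass had medians between -0.50 for 6 endothelial genes and 0.10 for 13 genes of WNT output.

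With SX-682 added to CXCL1, 11 lists again passed in camera. They all passed in fry, and 6 held with an estimated correlation. The 30 targets of ATF4, a transcription factor of the integrated stress response, had a median log2 fold change of 2.96, and all 30 were higher past the threshold. The 20 genes of the unfolded protein response of the endoplasmic reticulum had a median of 1.35, with all 20 higher. HSPA5, one of its chaperones, took between 0.0822% and 0.0925% of counts in the vehicle and CXCL1 libraries, and 1.14% and 1.13% with SX-682. The G2/M genes had a median of -4.17 and the S-phase genes one of -2.55, with 49 of 52 and 39 of 42 lower. These medians did not change when the 2 G2/M genes and the 1 S-phase gene at the floor with SX-682 were set to their bound. Pigmentation genes had a median of -1.95, WNT output -2.05, fibroblast genes -1.34, NF-kB targets -0.84, AHR targets -0.62, interferon genes -0.50 and oxidative phosphorylation -0.32. The AHR, interferon, NF-kB, WNT and oxidative phosphorylation lists did not pass with the estimated correlation. The other lists did not pass in camera, with medians between -0.88 for 15 keratinocyte genes and 0.89 for 9 metallothionein genes. The proteasome, heat shock and p53 lists were among them, at 0.03, 0.15 and 0.20.

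**Figure D3:**
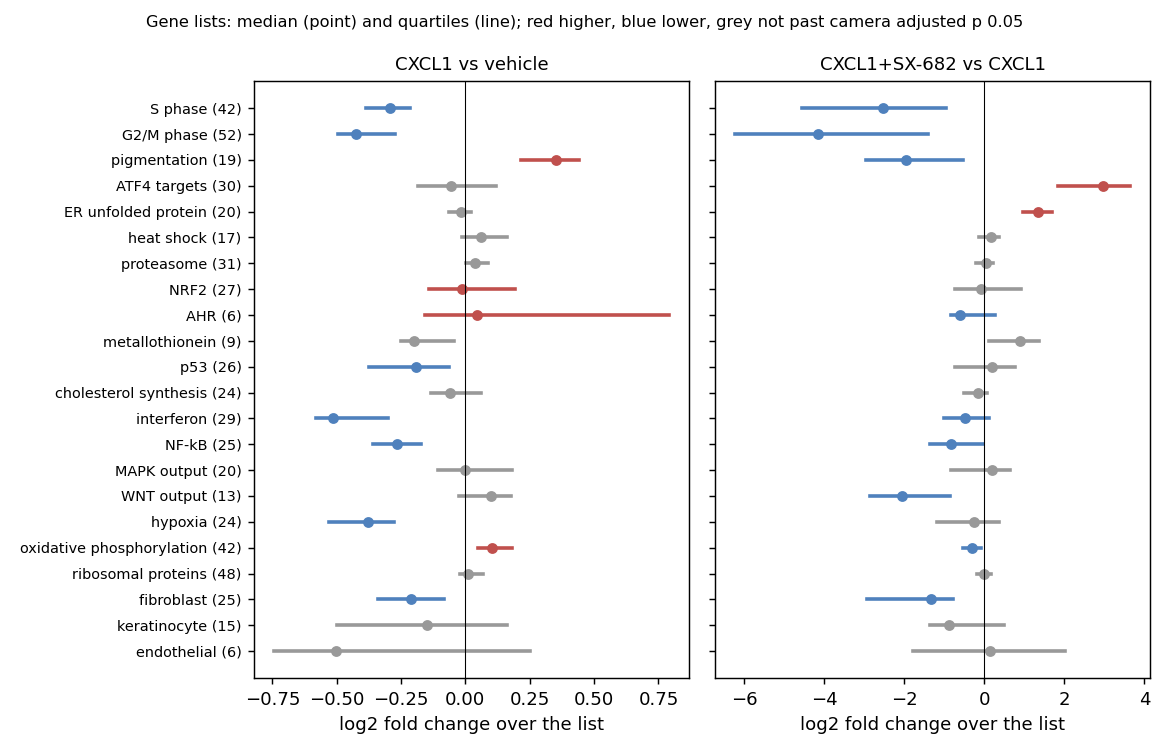
Median log2 fold change (point) and quartiles (line) on the x axis for 22 gene lists on the y axis, with the number of tested genes in parentheses, for CXCL1 against vehicle (left) and CXCL1 + SX-682 against CXCL1 (right, on a wider scale). Lists past an adjusted p of 0.05 in camera are red where higher and blue where lower. The G2/M list lies at -0.42 on the left and -4.17 on the right, and the ATF4 list at -0.05 and 2.96.

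Against vehicle, CXCL1 + SX-682 gave 11 lists in camera, of which all passed in fry and 7 with an estimated correlation. The medians were 2.87 for ATF4 targets, 1.30 for the unfolded protein response, -2.85 for S phase, -4.64 for G2/M, -1.48 for pigmentation, -0.99 for interferon, -1.21 for NF-kB, -2.22 for WNT output, -0.63 for hypoxia and -1.53 for fibroblast genes. The NRF2 list passed as higher at a median of -0.02. The NRF2, NF-kB, WNT and hypoxia lists did not pass with the estimated correlation. With library sizes alone the median of all genes shifted to 0.11 against CXCL1 and to 0.12 against vehicle. None of the medians given for these 3 comparisons changed sign under this scaling, RLE factors or GC and length offsets, except those of the NRF2 list in each comparison.

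The last question was whether SX-682 turned the CXCL1 response back. If it did, genes raised by CXCL1 would fall with SX-682 and the reverse. Across genes, the correlation of the CXCL1 change with the SX-682 change, from differences that share no library, was 0.017, between 0.014 and 0.021 over the 8 choices. A simulated full reversal gave -0.572 over the same genes. Other effects of SX-682 also pull a correlation toward 0, and with such effects added the simulated reversal gave -0.178. The slope of the SX-682 change on the CXCL1 change was -0.561 in the first simulation and -0.568 in the second. It was 0.055 in the data, and 0.002 in simulated data with no SX-682 effect. Over the 4863 genes changed by CXCL1 the correlation was -0.008 and the slope -0.026, against -0.331 and -0.799 over the genes called in the simulated reversal with other effects and -0.202 and -0.074 over those called with no SX-682 effect. The alternative that moved the correlation over all tested genes most, genes with an average log2 CPM of at least 3, gave 0.079. With all libraries used the correlation was -0.045, and simulated data with no effect gave -0.508 from the shared CXCL1 libraries alone. Of the 4863 genes changed by CXCL1, SX-682 moved 48.6% in the opposite direction, against 60.7% in simulated data with no SX-682 effect and 51% among the genes that CXCL1 had not changed. In simulated data without an SX-682 effect, the sign of the SX-682 change is noise of the shared libraries. The values of 60.7% and -0.508 are therefore no benchmark for data in which SX-682 changed most genes. The opposite moves carried 37.6% of the 4863 genes past the vehicle level and left 11% between both levels, and the other 51.4% moved further from vehicle. Genes raised by CXCL1 were lowered in 58.5% of cases, and genes lowered by CXCL1 were raised in 40.4%. An opposite change past the threshold with no detected difference from vehicle was found for 432 genes, among them BMP6. Simulated data with no SX-682 effect gave 0 such genes, and simulated SX-682 effects unrelated to those of CXCL1 gave between 617 and 703, so the number is no sign of a return to vehicle beyond chance. Of the 13897 genes that SX-682 changed, 9572 (68.9%) had not passed the threshold between CXCL1 and vehicle, compared with 73.2% of all genes tested. SX-682 changed 88.9% of the genes that CXCL1 had changed and 72.2% of the others.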

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

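The counts of changed genes kept within 1.5 times of their reported values under all 8 alternatives to the edgeR fit, from 3540 to 5118 genes for CXCL1 against vehicle, from 12276 to 14173 for CXCL1 + SX-682 against CXCL1, and from 12351 to 14375 against vehicle. The GC and length offsets among them were chosen after seeing the data. For CXCL1 against vehicle, library sizes alone shared 4413 of the 4863 called genes and DESeq2 shared 3530, while DESeq2 gave no adjusted p for 4568 genes. The number changed at least 2-fold by CXCL1 was less stable. It was 122 with at least 10 counts in every library and 95 with DESeq2, against 249. The stricter filter drops the low-count genes, and the cause of the lower DESeq2 number was not tested.

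The correlation between the CXCL1 and SX-682 changes stayed near 0, at 0.009 without a low-count filter, 0.023 with at least 10 counts in every library and 0.079 with an average log2 CPM of at least 3. The share of genes moved back ran from 48.0% to 49.0% over 10 alternatives. Over the 3 comparisons, 11 gene lists passed in camera in each. In fry 17, 21 and 21 passed, and with an estimated correlation 7, 6 and 7. Fry asks whether a list changed at all, not whether it changed more than other genes, so its wider calls follow from its construction.

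Replicate numbers gave no clear pairing of the libraries. Over all tested genes, the deviations of same-numbered libraries from their group means correlated at 0.032 for vehicle and CXCL1, -0.017 for vehicle and CXCL1 + SX-682 and -0.012 for CXCL1 and CXCL1 + SX-682. Among genes with an average log2 CPM of at least 3, these were 0.143, 0.079 and 0.084. A fit with a replicate block gave 5118, 13880 and 13991 changed genes and 11 gene lists in each comparison.

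The single genes that changed direction had small changes that did not pass the threshold. The NRF2 list passed in camera for CXCL1 against vehicle and for CXCL1 + SX-682 against vehicle, but its medians of -0.01 and -0.02 became 0.01 and 0.11 with library sizes alone. For CXCL1 against vehicle, CXCL2 had log2 fold changes of 0.019 with library sizes alone, 0.003 with at least 10 counts in every library, 0.005 with only the 2 groups compared and 0.000 with GC and length offsets, against -0.01 in the report, and MYC had -0.007 with the offsets, against 0.01. When each library was left out in turn, the log2 fold change ran from -0.066 to 0.061 for CXCL2, from -0.014 to 0.031 for MYC, from -0.261 to 0.024 for FOXD3, from -0.2 to 0.191 for CCL8 and from -0.298 to 0.488 for SOX2, and that of BMP6 for CXCL1 + SX-682 against vehicle from -0.018 to 0.209. Among the lists, the direction of the ATF4 list for CXCL1 against vehicle changed with the replicate block (adjusted p 0.967), that of the unfolded protein list in fry (0.716) and with the block (0.995), and that of the ribosomal protein list in fry for CXCL1 + SX-682 against CXCL1 (0.188) and against vehicle (0.909). Over the alternatives these adjusted p ran from 0.0386 to 0.967, from 0.716 to 0.995, from 0.188 to 0.962 and from 0.65 to 0.909. Of the other list results, 152 were stable, 27 came to pass the threshold and 14 no longer did. Most of the gains came in fry, whose wider calls follow from its construction, and most of the losses with an estimated correlation. The cause of the losses and of the changed directions was not tested.

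Of the single genes named, CCL7, IL33, TNFRSF21 and TNFSF13B lost their call for CXCL1 against vehicle in DESeq2, with adjusted p of 0.065, 0.0578, 0.0516 and 0.158. Their lowest values over the alternatives were 0.00611, 0.00651, 0.00878 and 0.0173, and CCL7 and IL33 gave none with at least 10 counts in every library. STAT3 gained a call with library sizes alone (0.0167) and with at least 10 counts in every library (0.031), and its values ran up to 0.193. Over these genes and alternatives, 1515 other log2 fold changes stayed within the spread of replicates or on their side of the threshold, and 101 moved. Leaving out one library kept the direction of 99.99% to 100% of the called genes. Such a fit leaves 1 library in a group, and no calls were taken from it. With 2 libraries per group and no label for separate cultures, the calls compare these cultures, and a spread between donors or experiments was not measured.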

Other observations

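The tests in this part were chosen after the results were seen, except those of structural RNA, of nuclear copies of MT-RNR2 and of the chi-square of the CXCL1 libraries, which were set out beforehand.

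CXCL1 lowered transcripts of the cell cycle in these libraries, although the study describes greater proliferation of NHEM with CXCL1. The fall was small, with a median log2 fold change of -0.42 for G2/M genes, between -0.42 and -0.39 in each pairing of a CXCL1 with a vehicle library. The choice between TMM factors and library sizes did not cause it, since the median was -0.40 with library sizes alone. Nor did GC or length bias, as the median was -0.41 with offsets for these. Another scaling shifts all genes by one amount, so a change in RNA content per cell was not tested. A smaller share of fibroblast-type cells does not account for the whole of the fall, because the fibroblast list fell less. Its median was -0.21 (bootstrap 95% interval over genes -0.327 to -0.098, against -0.465 to -0.34 for G2/M). Genes of a list are not independent, so these intervals may be too narrow. The 5 most abundant genes of the list changed by -0.25 (COL1A2), -0.22 (COL1A1), -0.05 (MMP2), -0.04 (FBLN1) and -0.11 (FBN1). A smaller share as part of the fall stays open. A denser or slower culture after 24 h with CXCL1 may be one explanation, and cell numbers were not analysed here.

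Pigmentation genes moved the other way with CXCL1, with a median of 0.35. The median was 0.38 with library sizes alone and 0.37 with GC and length offsets. These values argue against the choice between TMM factors and library sizes, and against GC or length bias, as the cause. A separate list of melanocyte lineage genes, which shares 0 genes with the pigmentation list and 0 with the genes the study names, had a median of 0.27, above all of 10000 matched random lists, while the fibroblast list fell. A larger share of melanocytes alone would raise each lineage marker by one factor if only melanocytes made it. The 16 lineage markers with an average log2 CPM of at least 1 spread around a common change with 15.7 times the squared deviation per degree of freedom that their errors allow (SD 0.223 against a median SE of 0.062). Markers also made by other cells would rise less, and the cells that made them were not tested. The spread therefore does not exclude a change in cell share alone. A change in cell share, as part or all of the rise, and higher MITF and SOX10 activity cannot be told apart with the median of 0.27. Both raise the same genes, and the libraries are of whole cultures. The cultures did carry abundant matrix transcripts. In vehicle, COL1A2 was at 5790 CPM and COL1A1 at 5190 CPM, against 276 CPM for PMEL and 124 CPM for TYR, while COL3A1 was at 70.9 CPM and LUM at 8.21 CPM. Of the 25 fibroblast genes tested, 24 had at least 1 CPM on average, and which cells made them was not tested.

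The response to SX-682 was much wider than that to CXCL1, with higher ATF4 and unfolded protein genes, lower cell-cycle genes, and lower pigment and matrix genes together. The tables argue against 4 simple explanations. If it only undid the CXCL1 response, the slope of the SX-682 change on the CXCL1 change would be near the -0.561 of a simulated full reversal (-0.568 with other effects added), and it was 0.055. An exchange of melanocytes and fibroblast-type cells would raise one list and lower the other, while the fibroblast list had a median of -1.34 and the lineage list one of -1.46. The ATF4 list stayed at 2.97 with GC and length offsets and at 3.06 with library sizes alone, which argues against GC or length bias and against the choice of scaling. Another scaling shifts all genes by one amount, so a change in RNA content per cell was not tested. What stays open is whether 5 µM SX-682 acted through the receptors or apart from CXCL1 signalling, for example as a stress on the cells. Of the genes it changed, 68.9% had not been changed by CXCL1, which is no excess, as 73.2% of all genes tested had not. It changed 88.9% of the CXCL1-changed genes and 72.2% of the others, but both comparisons share the CXCL1 libraries and genes with more counts may pass more often in each. The vehicle cultures made CXCL1 RNA themselves, so a block of that signal may also reach genes that added CXCL1 does not move. These cannot be told apart here without NHEM cultures given SX-682 and no CXCL1, and the levels of CXCR1 and CXCR2 were not analysed here. The study also sequenced RNA of Melan-A, B16F0 and B16F10 cells given SX-682, and its main text mentions no added CXCL1 for them. It reports shared rises of apoptosis and stress-response genes there, and shared falls of cell-cycle genes. Those data were not analysed here.

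The mitochondrial ribosomal RNA genes rose with SX-682 while the protein-coding mitochondrial genes fell. MT-RNR2 had a log2 fold change of 3.09 (SE 0.02) against CXCL1 and MT-RNR1 one of 2.86 (SE 0.055), with edgeR adjusted p of 3.36e-17 and 1.98e-13, and both libraries with SX-682 lay above all 4 others. A rise of all mitochondrial transcripts is argued against by the 13 protein-coding genes of the mitochondrial genome, which were all lower past the threshold with a median of -0.76. Reads from nuclear copies are argued against by the 8 nuclear MT-RNR2-like genes, whose summed counts with SX-682 came to 0.0566% of those of MT-RNR2. Carry-over of RNA without poly(A) tails stays open. The 46 structural RNA genes tested had a median of 0.10, but 7 were higher and 6 lower past the threshold and nearly all were close to the floor, so they decide little. The most abundant of them, RN7SL1, fell by 0.51 on the log2 scale (from 11.4 CPM with CXCL1, edgeR adjusted p 0.0108), which goes against carry-over but is a single gene. A different processing of mitochondrial RNA in stressed cells is another possible explanation, and no test here separates it from carry-over.

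The CXCL1 libraries differed from each other more than the other pairs did, with a chi-square per degree of freedom of 7.80 over 16649 genes with a GC value, against 2.28 for vehicle and 2.13 for CXCL1 + SX-682. The 100 genes with the largest share of it had a median GC content of 57.8%, against 48.1% for all, and the same measure was 54.9% for the vehicle pair and 50.2% for the CXCL1 + SX-682 pair. A trend on GC content and length is not the whole cause, as taking it out left 7.14, nor are a few abundant genes, as the value was 6.54 without the 10 largest contributors, which include MMP14, RPS2 and PTMS. A difference in the handling of one CXCL1 culture or library may remain, and no biological explanation was tested. The labels give no batch.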
